# Di (2-ethylhexyl) Phthalate Exposure Impairs the microRNAs Expression Profile During Primordial Follicle Assembly

**DOI:** 10.3389/fendo.2019.00877

**Published:** 2019-12-13

**Authors:** Jiao-Na Zhang, Rui-Qian Zhang, Jing-Cai Liu, Lan Li, Wei Shen, Xiao-Feng Sun

**Keywords:** DEHP, miRNAs-seq, miRNA expression profile, primordial follicle assembly, mouse

## Abstract

This research was performed to estimate the potential effects of Di (2-ethylhexyl) phthalate (DEHP) on changes of ovarian miRNA expression profile during mouse primordial follicle assembly using miRNAs-seq analysis. The ovaries of newborn mice were collected and *in vitro* cultured with different concentration of DEHP for 72 h. Then they were prepared for miRNAs-seq analysis. The results indicated that DEHP exposure altered ovarian miRNA expression profile of newborn mice. Eighteen differentially expressed miRNAs were screened after 100 μM DEHP exposure. The target mRNAs of differentially expressed miRNAs were predicted and further analyzed through gene ontology (GO) enrichment analysis and pathway enrichment analysis. Our results showed that the differentially expressed miRNAs from DEHP exposure can regulate ovarian development by targeting mRNAs involved in MAPK, mTOR, FoxO signaling pathways. Three miRNAs of miR-32-5p, miR-19a-3p, and miR-141-3p were randomly selected from the differentially expressed miRNAs to quantify their expression level by miRNA qRT-PCR. The results of qRT-PCR and miRNA-seq were consistent. Considering one of its target gene PTEN of miR-19a-3p and the decreased level of pAKT and increased Bax/Bcl-2 under DEHP exposure, we speculated that the altered expression of miR-19a-3p by DEHP exposure affected mouse primordial follicle assembly via PI3K/AKT1/mTOR signaling pathway. Epigenetic changes are one of the most important targets of toxicant exposure. The effects of DEHP exposure on microRNA (one of the epigenetic regulators) expression profile were uncovered to enrich the research on relationship of epigenetics and toxicant exposure.

## Introduction

Di (2-ethylhexyl) phthalate (DEHP) is one of the most common phthalates widely used in plastics (1) for medical apparatus and instrument, food packaging, and plastic drink bottles (2). Unfortunately, DEHP can leach out from the plastic and have become one of the common environmental contaminants (2). To human, diet is the largest DEHP exposure source (3), especially for fast food, perhaps because of the massive use of plastic packaging or disposable PVC gloves during fast food preparation (4). Medical procedure is another exposure source for patients and some of neonates (3, 5). Kavlock et al. compared published data on blood DEHP level before and after medical procedures including cardiac bypass and exchange transfusion to adult, surgery, and platelet transfusion to infant, which found that most medical procedures promoted the blood DEHP level (3). So human can be widely exposed to DEHP. It has been proved that DEHP is the most severe reproductive toxicant among all the phthalates by comparison of seven phthalates using continuous breeding protocol (6). Though it quickly metabolizes to its active metabolite mono (2-ethylhexyl) phthalate (MEHP), when it enters the animal body, detectable DEHP level also remains in the plasma and peritoneal fluid (3, 7). In 2001, a study was performed in 42 Swedish primipara to detect DEHP and its metabolites in the samples of breast milk, blood or serum, and urine, which showed that the concentration of DEHP in the samples of milk was from 0.45 to 305 ng/mL and in blood from 0.5 to 129 ng/mL (8). And DEHP itself has been proved to target reproductive organ/tissue *in vivo* and *in vitro*. DEHP as an endocrine disrupting chemicals (EDC) brings reproductive toxicity to both male and female human and wild animals (3). In male, DEHP could decrease testis weight and volume, lower the functions of sperm (9), and increase the percentage of abnormal sperm and enhance the DNA damage level of sperm (10). In female, it has been reported that DEHP exposure affects germ cells development at various stages. DEHP could influence oocyte meiosis during *in vitro* culture of 12.5 dpc (days post-coitum) female mouse genital ridge (5). DEHP exposure at a dosage of 20 and 40 μg/kg by intraperitoneal injection caused a lower proportion of antral follicles with a diameter >150 μm (11). DEHP also decreased the weight of ovary and uterus and promoted the quantity of follicles (1).

Ovary is a primary organ regulating the reproductive and endocrine functions of female animals (12). DEHP and its metabolites were able to be detected in amniotic fluid samples and ovarian follicular fluid, which gave the evidence that DEHP could reach ovaries and play roles there (13). Gestational days 0–3 of mouse is the important development stage for cyst breakdown and primordial follicle assembly (12). The foundation of the female animals' reproductive competency is to establish the primordial follicle pool, because it determines the fecundity of a female animal throughout the reproductive life (14). So that any defects in the process can bring negative impact on female animal reproductive potential.

MicroRNAs, endogenous, small, non-coding single-stranded RNA molecules, post-transcriptionally regulate the expression level of genes involved in various physiological and pathological processes, such as cell proliferation, differentiation, cell death, hormone biosynthesis, and secretion (15) via base pairing of the 3′-untranslated regions (3′-UTRs) of their target mRNAs. The development of the mammalian ovary is high dynamic, which is regulated by coordinated expression of plenty of genes in a spatially and temporally specific manner (16). Moreover, post-transcriptional regulation is as important as transcriptional regulation in controlling gene expression. As one of the most important epigenetic regulators, miRNA has been proved expressed in ovaries regulating granulosa cells proliferation, oocyte maturation, and reproductive hormone secretion, thereby regulating ovary function and ovarian disorder (17–19). Moreover, changes of epigenetics are the dominant reasons that animals regulate their gene expression in response to environmental factors such as toxicant exposure (20). So that the epigenetic changes effected by environmental toxicant are now becoming the focus of research. Ovary cyst breakdown and primordial follicle assembly also highly rely on specific genes expression (21). Though there is evidence that phthalate MEHP can alter the expression of the specific oxidative stress responsive miRNAs (22), the changes of whole miRNAs profile and the underlying mechanism needs to be further explored. In this study, we aimed to uncover the changes of miRNA profile after DEHP exposure, their roles and the mechanisms underlying the course of cyst breakdown and primordial follicle assembly.

## Materials and Methods

### DEHP

DEHP (Sigma-Aldrich-36735) with the purity ≥99.7% used in this project was from Sigma-Aldrich company (St. Louis, MO), then dissolved in DMSO and diluted to the final concentrations of 10 μM (3.9 μg/ml) and 100 μM (39 μg/ml) with culture medium. The detailed DEHP dilution flowchart was shown in Figure S1. In the working solution, the concentration of DMSO was 1.57*10^−4^ μl/400 μl/well.

### Animals

CD1 mice used in the project were obtained from Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China). Pregnant mice of 6–8 weeks old were maintained at 21–22°C. After given birth, 297 female newborn mice were selected and the ovaries were collected, randomly divided into three groups and cultured *in vitro* with DEHP at the concentration of 0 μM (vehicle control DMSO), 10 and 100 μM, respectively, for 72 h. In each group, every 2–3 ovaries were cultured in a well of 24-well tissue culture treated plates at 37°C. The culture medium used for ovaries culture were Dulbecco's modified Eagle's medium/F12 (DMEM/F12) (HyClone, SH30023.01B, Beijing, China) and a-minimal essential medium (a-MEM) (HyClone, SH30265.01B, Beijing, China) (1:1) supplemented with 10% FBS (Gibco, 10099-141, USA), 0.23 mM sodium pyruvate (Hyclone, SH40003-12, Beijing, China), 100 IU/ml of penicillin G, and 100 mg/ml of streptomycin sulfate (penicillin- streptomycin solution, HyClone, SV30010, Beijing, China). When completing the culture, 360 ovaries (120/group) from 180 mice were used for miRNAs-seq analysis. Ninety ovaries (30/group) from 45 mice were used for miRNA qRT-PCR. Ninety ovaries (30/group) from 45 mice were used for western blotting and 54 ovaries (18/group) from 27 mice were used for immunofluorescence staining and TUNEL staining. All the animal procedures were examined and approved by the Ethics Committee of Qingdao Agricultural University.

### Immunofluorescence Staining

After DEHP exposure *in vitro*, the ovaries were collected to be used for immunofluorescence staining according to the standard protocol. Briefly, after fixed overnight with 4% paraformaldehyde solution, the ovarian sample was paraffin-embedded and serially sectioned into 5 μm sections. For each ovaries, about 30 serial sections were obtained. Then we used xylene to remove paraffin and tissue rehydration was performed with gradient alcohols. Trisodium citrate were heated for antigen retrieval under the condition of 96°C for 10 min. And then the non-specific binding was removed by blocking for 45 min with blocking solution (3% BSA and 10% goat serum dissolved in TBS). To quantify the germ cells and follicles, the germ cell specific marker MVH was used to label germ cells. Briefly, the sections were firstly incubated with polyclonal antibody of rabbit-derived anti-MVH (Abcam, ab13840) diluted in blocking solution at 1:150 for 8 h at 4°C, and were then treated with FITC/Cy3 labeled goat anti-rabbit IgG (1:60 diluted, Beyotime, A0562/A0516, Nantong, China) at 37°C, 40 min. Hoechst33342 (Sigma, B2261, USA) were used for section incubation to locate cell nucleus. Fluorescent images were then examined and photographed using a fluorescent microscope (Olympus, BX51, Japan). Germ cells in follicles or within cysts were distinguished and counted, respectively. Among all of the sections of one ovary, one out of every four serial sections was selected for counting germ cells.

### TUNEL Staining

After immunofluorescence stained with MVH antibody and FITC labeled secondary antibody, proteinase K was used for treatment the sections for 25 min. Then we used TUNEL BrightRed Apoptosis Detection Kit (Vazyme, A113, Nanjing, China) to display the apoptotic cells and to evaluate the number and the rate of the apoptotic cells in ovaries complying with the manufacturer's protocol. Then the slides were incubated with TUNEL reaction mixture for 60 min at 37°C away from light. Ultimately, after stained by Hoechst33342, they were examined and photographed under a confocal laser microscope (Leica TCS SP5II, Germany).

### RNA Extraction, Reverse Transcription, and RNA-Seq

After treatment with DEHP, the ovaries were homogenized in TRIZOL to extract total RNA following the manufacturer's protocols. Then they were send to sequence using HiSeq2500 sequencer at Novogene Bioinformatics Technology Co., Ltd (Beijing, China). Bioinformatic analyses of the data were then performed according the workflow described previously (23, 24).

### miRNA-Seq Data Preprocessing and Analysis of Differential Expression

To obtain high quality sequencing data, the raw data were treated to cut the linker sequences, remove the low-quality sequences and trim off the sequences for quality control. The treated reads were then compared with the mouse reference genome using the software of bowtie2. The expression level of miRNAs were quantitatively analyzed using MiRDeep2 software and the differentially expressed miRNAs were confirmed.

### Analyzing Differentially Expressed miRNAs

R package DESeq2 was used to normalize the expression level of miRNAs. The miRNAs with expression level of |log2FoldChange|>2 and FDR <0.05 were regard as differentially expressed miRNAs. The classical Hypergeometric distribution tests were used to identify differentially expressed miRNAs pairwise comparison in three concentration groups of 0, 10, and 100 μM. The raw *p*-value into the false discovery rate (FDR) was corrected by the method of Benjamini et al. (25).

### Predicting miRNA Target Genes and Analyzing Differentially Expressed miRNAs-Target Genes Interactions

The online software of miRWalk2.0 (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk2) was applied to our study to predict the target genes of differentially expressed miRNAs. The interactions of differentially expressed miRNAs-target genes were also analyzed by the online software miRWalk2.0. Finally, network of differentially expressed miRNAs-target genes was drawn and analyzed by cytoscape software.

### Gene Ontology (GO) Enrichment Analysis

According to Gene Ontology Database, the targets roles of the differentially expressed miRNAs between control and DEHP-exposed ovaries were analyzed by Gene ontology (GO) that is a common tool for analyzing large-scale genes functional enrichment (26). GO enrichment analysis was carried out by R package clusterProfiler and *P* < 0.05 and FDR < 0.1 was set as the cutoff criterion for GO enrichment analysis.

### Analyzing Pathway Enrichment

Kyoto Encyclopedia of Genes and Genomes (KEGG), a bioinformatics database commonly used in analyzing pathway enrichment of large-scale molecular datasets (27) was also used for pathway enrichment analysis in this study. R package clusterProfiler provides analytic methods to extract valuable biological information in a large-scale genes (28). We used R package clusterProfiler in this study for analyzing KEGG pathway enrichment of targets for differentially expressed miRNAs. Pathways screened was analyzed in depth for significant differences based on the cutoff criterion of *P* < 0.05 and FDR < 0.1 for KEGG enrichment analysis.

### Small RNA Extraction and miRNA qRT-PCR

To confirm the results of miRNA-seq, miR-32-5p, miR-19a-3p, and miR-141-3p were randomly selected from the differentially expressed miRNAs and quantified their expression levels. Small RNA was extracted and collected using TaKaRa RNAiso for Small RNA kit (Takara, 9753A). The corresponding primers (CD202-0093, CD202-0030, and CD202-0112) were purchased from Tiangen Biotech (Bingjing, China) Co. Ltd. miRNA first strand synthesis and quantification were carried out by a miR-X^TM^ miRNA first strand synthesis and SYBR qRT-PCR kit (Takara, 638313, 638314). Each reactions were carried out with 2 μl cDNA, 10 μl of SYBR Advantage Premix, 1 μl miR-specific primers (5 μM), 1 μl mRQ 3′primer and 6 μl of RNA-free water, at 95°C for 6 s, then 45 cycles of 95°C for 6 s, 60°C for 20 s, finally cooled at 4°C in a LightCycler 480 real-time PCR instrument (Roche LC480). U6 was applied for normalizing the expression level of each miRNA. The relative amount of expression for each miRNA was calculated using 2^∧^-(target miRNA CT value – U6 CT value). Each amplification was carried out in triplicate.

### Western Blotting

After 72 h DEHP administration, ovaries were collected for western blotting analysis. The proteins from each groups were homogenized and extracted using RIPA lysis buffer (29, 30). Then the proteins were separated by running SDS page gel and electrophoretically transferred to PVDF membranes. Blocked with 5% BSA for 2 h, the membranes were incubated overnight using the primary antibody at concentration of 1.0 μg/ml. The details of the primary antibodies are shown in Table 1. After washed with TBST for three times, HRP-conjugated goat anti-rabbit IgG (Beyotime, A0208, Shanghai, China) was then used to incubate the membranes at 37°C for 2 h at a dilution of 1:2,000 in TBST. The bands were visualized by chemiluminescent method using BeyoECL Plus kit (Beyotime, P0018S, Shanghai, China). The specific band intensities were digitally quantified using Actin as internal reference with alpha view software. Three independent experiments were performed using samples treated in different time.

**Table 1:** Primary antibodies used in this study.

**Antibody**	**Company**	**Catalog**
Anti-Actin rabbit polyclonal antibody	Sangon	D110001
Anti-PTEN rabbit polyclonal antibody	Sangon	D261095
Rabbit anti-pAKT antibody	Abcam	Ab66138
Rabbit anti-Bax antibody	Cell signaling	#2772S
Rabbit anti-Bcl-2 antibody	Beyotime	AB112

### Statistical Methods

All data were analyzed with GraphPad Prism software and were represent as the mean ± SD of at least three independent experiments. Statistical differences between each groups were analyzed and determined by a one-way analysis of variance (ANOVA) followed by the Tukey's test. The results were regarded as significance when *P* < 0.05.

## Results

### DEHP Exposure Affects Germ Cell Cyst Breakdown and Primordial Follicle Assembly

For detecting the impacts of DEHP on germ cell cyst breakdown and primordial follicle assembly, immunofluorescence staining was performed. After MVH immunofluorescence staining, germ cells in follicles or within cysts can be distinguished clearly. From Figure 1, both 10 and 100 μM DEHP treatment significantly decreased the percentage of primordial follicle. The percentage of cysts increased from 50.71 to 69.80% after 100 μM DEHP exposure. Accordingly, the percentage of primordial follicles decreased from 49.29 to 30.20% after 100 μM DEHP exposure. And the differences were significant.

**Figure 1:**
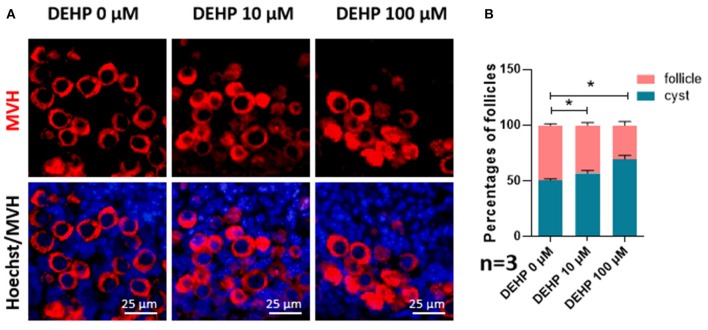
DEHP Exposure affects germ cell cyst breakdown and primordial follicle assembly. **(A)** Histological sections of 3 dpp mouse ovaries cultured with different concentration of DEHP for 3 days. Oocytes are stained red with anti-Mvh antibody, nuclei are stained blue with Hochest 33342; **(B)** percent of germ cells in nests and follicles after treated with different concentration of DEHP. The results are presented as mean ± SD of at least three independent experiments. *P < 0.05.

### DEHP Induces Cell Apoptosis

The number of apoptotic cells was significantly promoted by DEHP treatment (10 μM vs. control 481.444:104.778; 100 μM vs. control 590.083:104.778), which rose more than four and five times after 10 and 100 μM DEHP exposure compared with that of control (Figures 2A,B). Moreover, the apoptosis occurs not only in somatic cells but in germ cell by merging the MVH signaling and TUNEL signaling (Figure 2A). Especially for the 100 μM DEHP treated ovaries, the apoptotic germ cells had a remarkable increase (Figure 2A).

**Figure 2:**
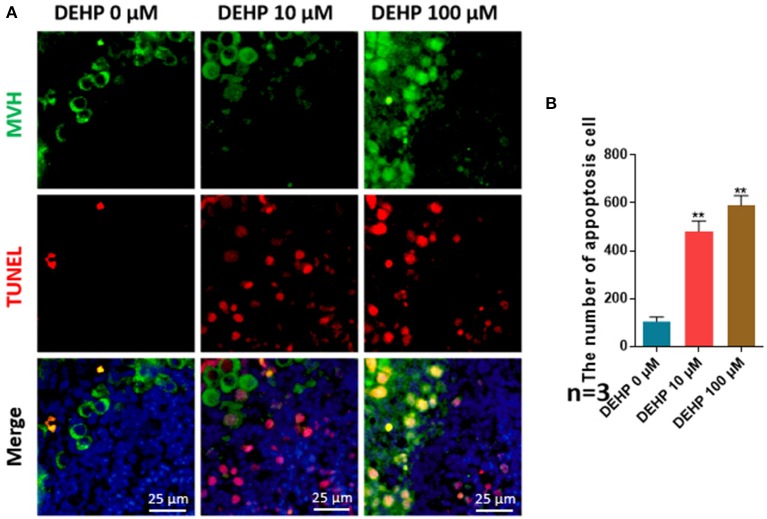
DEHP induces the cell apoptosis. **(A)** Histological sections with TUNEL stainning. Oocytes are stained green with anti-Mvh antibody, apoptosis cells are marked red with TUNEL, nuclei are stained blue with Hochest 33342; **(B)** percentages of TUNEL positive oocytes. The results are presented as mean ± SD of at least three independent experiments. **P < 0.01.

### DEHP Exposure Alters the miRNA Expression Profile in the Ovaries of Newborn Mice

To study the effects of DEHP on the expression of miRNA in the ovaries of newborn mice and on the development of murine ovaries, ovaries from newborn mice were cultured *in vitro* with DEHP at the concentration of 0, 10, and 100 μM for 72 h. 

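The data behind the miRNA-seq comparisons were 3 small RNA libraries, 1 for each DEHP concentration (0, 10, and 100 μM), from ovaries cultured for 72 h. The methods give 120 ovaries for each group. DEHP is a plasticizer, and the 0 μM group received the vehicle, DMSO. The authors removed adapters and low-quality reads, compared the reads with the mouse genome by bowtie2 and counted them with miRDeep2, and deposited whole-number counts per mature miRNA without normalization. The deposited table has 961 rows for 627 mature miRNA IDs, because 79 IDs with several precursors fill several rows. For each ID the row with the highest total was used. The counts then summed to 5253367 at 0 μM, 5064602 at 10 μM and 5952274 at 100 μM. Over all rows the totals were 6916300, 6950297 and 6850706. The lowest count was 10 at 0 μM, 2 at 10 μM and 0 at 100 μM, so the table holds no miRNA with fewer than 10 counts in the 0 μM library, and a miRNA that appeared only after DEHP is not seen. The 10 most abundant miRNAs of each library held 45.4% of its counts at 0 μM (Wilson 95% interval 45.3% to 45.4%), 45.6% at 10 μM (45.6% to 45.7%) and 70.5% at 100 μM (70.4% to 70.5%). The median count per miRNA was 232, 227 and 97. Because fewer counts were left for the other miRNAs at 100 μM, the scaling between libraries matters, and counts were divided by the size factors of DESeq2 (1.38, 1.35 and 0.546). Log2 ratios were taken after adding 0.5 normalized counts, for the 587 miRNAs with a mean normalized count of at least 10. With 1 library per concentration there is no replicate, so no p-value is given for these ratios, and the 95% intervals of the ratios (exact Clopper-Pearson, from the 2 counts compared) cover counting error only. They compare the libraries and leave out the variation between cultures. A count of 3 or fewer was treated as the floor, and a fold against 3 counts is given as a limit. This limit is set by the floor, and the counting intervals of the miRNAs given one below reach smaller folds.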

At the end of the culture, miRNA-seq was used to obtain the differentially expressed miRNAs caused by exposure of DEHP. Cluster analysis of miRNAs expression in different concentration of DEHP (0, 10, and 100 μM) showed that there was little difference between the groups of 10 and 0 μM DEHP in the expression of miRNAs, but significant difference between the groups of 100 and 0 μM DEHP in the expression of miRNAs. 

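Across the 587 miRNAs, the Euclidean distance between libraries on the log2(normalized count + 1) scale was 13.3 between 0 and 10 μM and 37.8 between 0 and 100 μM. Libraries drawn from a common profile with counting error alone had a median distance of 5.32 and 7.29 for the same pairs, over 1000 simulations, so both observed distances were above counting error. The Pearson correlation across miRNAs, which are not independent replicates, was 0.988 between 0 and 10 μM and 0.916 between 0 and 100 μM. The standard deviation of the log2 ratios was 0.56 at 10 μM and 1.60 at 100 μM. At 10 μM, 0 miRNAs had a log2 ratio to 0 μM above 2 and 4 had one below -2. These 4 were miR-15b-3p, miR-3069-3p, miR-196a-2-3p and miR-33-5p. For only 1 of the 4, miR-15b-3p, did the counting interval lie wholly below -2. The log2 ratio of miR-15b-3p was -3.34 (95% counting interval -4.12 to -2.72). Against the floor of 3 counts, miR-3069-3p (2 counts at 10 μM) was 6.85-fold lower and miR-196a-2-3p (3 counts) 6.19-fold lower. Their counting intervals reached up to log2 ratios of -1.33 and -0.87. The 3 largest rises at 10 μM were those of miR-26a-2-3p (log2 ratio 1.36), miR-1943-5p (1.35) and miR-125a-5p (1.26). At 100 μM, 61 miRNAs were above 2 and 55 below -2. The counting interval also lay above 2 for 48 of the 61 and below -2 for 27 of the 55. Of the 55, 14 had 3 counts or fewer at 100 μM, and for 7 of these 14 the limit itself lies beyond a log2 ratio of -2. The largest rises at 100 μM were those of miR-708-3p (log2 ratio 3.82), miR-28a-3p (3.77) and miR-30e-3p (3.69). The 3 largest falls, ranked by the ratios with 0.5 added, which for such low counts depend on that addition, were at the floor. Against 3 counts, miR-33-5p was 6.07-fold lower than at 0 μM, miR-141-3p 20.7-fold lower and miR-8114 3.04-fold lower. Their counting intervals reached up to log2 ratios of -2.25, -3.46 and -1.19. Scaling to total counts moved the number at 100 μM the most among the scalings, to 4 above 2 and 213 below -2.

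**Figure D1:**
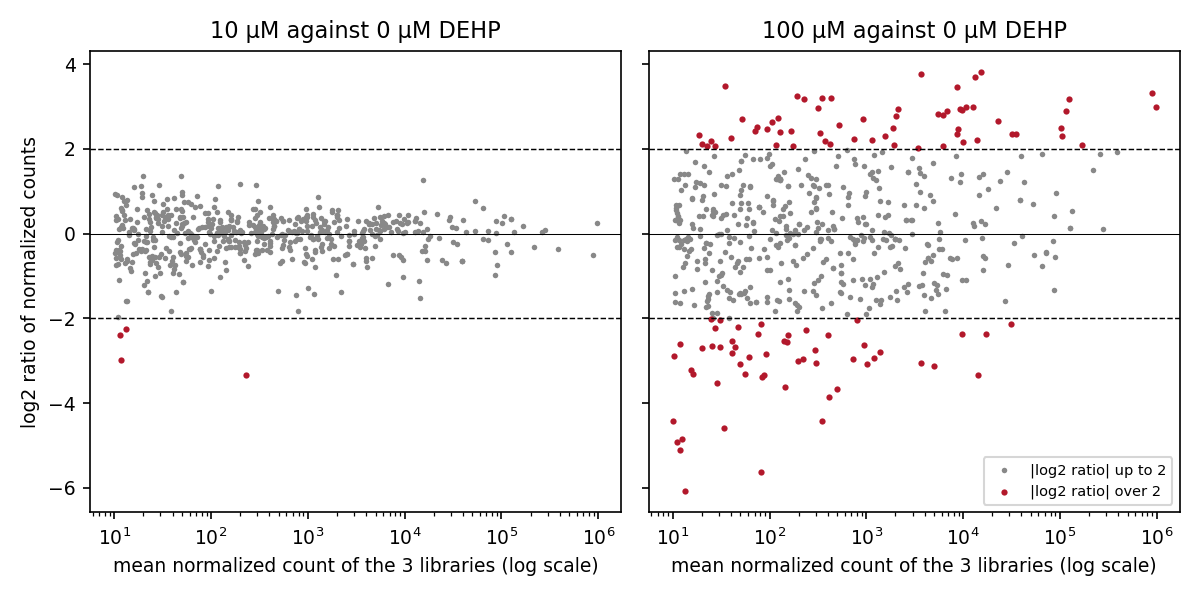
Log2 ratio of normalized counts to 0 μM DEHP against the mean normalized count of the 3 libraries on a log scale, for 10 μM (left) and 100 μM (right), with 1 point for each of the 587 miRNAs. Red points lie beyond a log2 ratio of 2 in either direction (dashed lines), 4 at 10 μM and 116 at 100 μM.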

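Between the libraries of 10 and 100 μM DEHP the Euclidean distance was 38.6, which was 2.90 times the distance between 0 and 10 μM, and the Pearson correlation across miRNAs was 0.912. Counting error alone gave a median distance of 7.30. A log2 ratio above 2 was found for 72 miRNAs and one below -2 for 51 of the 587. The counting interval also lay above 2 for 54 of the 72 and below -2 for 19 of the 51. Of the 51, 13 had 3 counts or fewer at 100 μM, and for 7 of these 13 the limit lies beyond -2. The largest rise from 10 to 100 μM was that of miR-15b-3p, whose 20 counts at 10 μM set it apart from 213 at 0 μM and 287 at 100 μM. miR-465d-3p and miR-6239 had a count of 0 at 100 μM, and against the floor of 3 counts their falls were 4.32-fold and 3.64-fold. Because both comparisons use the 100 μM library, they share its chance values. In the data 99 miRNAs passed 2 in the same direction in both, against a median of 1 in simulated unchanged libraries with the spread of the 0 and 10 μM libraries, and 26 with the spread of all 3 libraries taken as replicates.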

And the expression of miRNAs was significantly different between 100 μM DEHP group and 10 μM DEHP group (Figure 3A). 

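All of the 18 miRNAs of Table 2 had a log2 ratio between 100 and 0 μM DEHP beyond 2 in the direction the table gives, and for all 18 the 95% counting interval also lay beyond 2. Table 2 was picked from these same libraries by its fold changes, so this match follows from the selection and is no independent check. With total-count scaling, 13 of the 18 were beyond 2, and miR-148a-3p (1.81), miR-493-5p (1.69) and miR-200a-5p (1.69) were among those that were not. With the size factors the 9 higher miRNAs had log2 ratios from 3.20 for miR-200a-5p to 3.82. miR-148a-3p, the most abundant of them, had 311575 counts at 0 μM and 1237350 at 100 μM, a log2 ratio of 3.33 (3.32 to 3.33). The lowest counts among the higher miRNAs were those of miR-7068-3p, with 10 at 0 μM and 47 at 100 μM, and its log2 ratio of 3.48 had an interval of 2.57 to 4.72. Of the 9 lower miRNAs, 6 had more than 3 counts at 100 μM. Their log2 ratios went from -4.42 for miR-19a-3p (-5.37 to -3.67) to -3.08 for miR-34b-5p. The other 3 were at the floor, among them miR-669b-5p, which was 10.2-fold lower against 3 counts, with a counting interval up to a log2 ratio of -2.41. In the 10 μM library, 4 of the 18 differed from 0 μM by more than 1 on the log2 scale, and the values of the 18 went from -2.24 to 0.58. Table 2 holds part of the miRNAs beyond 2, since 91 of the 116 are in neither Table 2 nor Table 3. The paper takes miRNAs past a log2 fold change of 2 and a false discovery rate threshold as differentially expressed. No false discovery rate was computed for these ratios, as there is 1 library per concentration. With the prior that DESeq2 can put on fold changes, and the 3 libraries treated as replicates for the spread, 20 miRNAs were beyond 2.

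**Figure D2:**
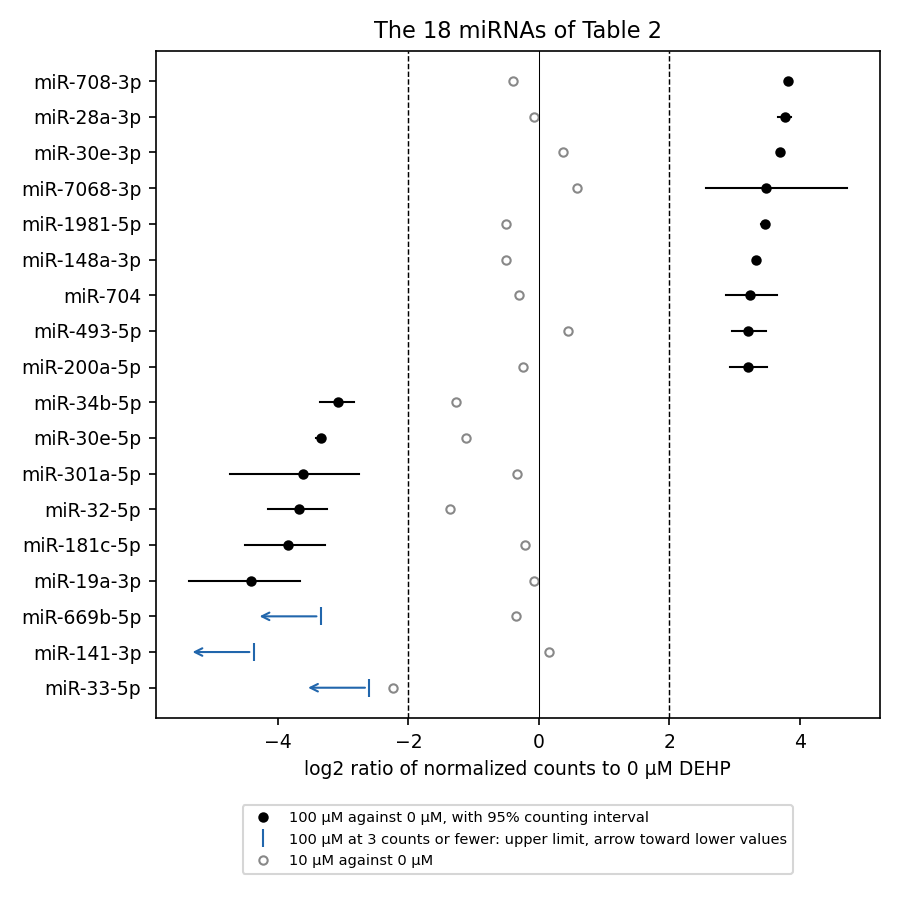
Log2 ratio of normalized counts to 0 μM DEHP for the 18 miRNAs of Table 2, at 100 μM (filled points with 95% counting intervals) and at 10 μM (open points). Blue marks with arrows are the limits against the floor of 3 counts for the 3 miRNAs with 3 counts or fewer at 100 μM. The dashed lines are at -2 and 2.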

On the basis of the research criterion FDR < 0.05, a sum of 18 differentially expressed miRNAs were screened after 100 μM DEHP treatment, among which nine were upregulated and nine were downregulated (Table 2). And 19 differentially expressed miRNAs were screened between 100 μM DEHP treatment group and 10 μM DEHP treatment group, among which 12 were upregulated and 7 were downregulated (Table 3).

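Of the 19 miRNAs of Table 3, 12 were higher and 7 lower at 100 μM than at 10 μM, each in the direction of the table, and 18 had a log2 ratio beyond 2. With total-count scaling 15 did. Table 3 was also picked from these same libraries, so the match in direction is no independent check. The exception with the size factors was miR-92a-3p, with a log2 ratio of -1.05 (95% counting interval -1.09 to -1.01) in its more abundant row. The deposited table holds another row of this miRNA, with 6395 counts at 10 μM and 298 at 100 μM, and that row had a log2 ratio of -3.12 with the same size factors. The 12 higher miRNAs went from 3.32 for miR-30e-3p to 5.10 for miR-15b-3p (4.49 to 5.88). The high value of miR-15b-3p goes with its low count at 10 μM, since its log2 ratio between 100 and 0 μM was 1.76. Against the floor of 3 counts, miR-141-3p was 23.1-fold lower and miR-3963 10.7-fold lower, each with 1 count at 100 μM. The other lower miRNAs with ratios beyond 2 were miR-19a-3p (-4.34), miR-181c-5p (-3.63), miR-126a-5p (-3.37) and miR-410-3p. Tables 2 and 3 have 10 miRNAs in common.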

**Figure 3:**
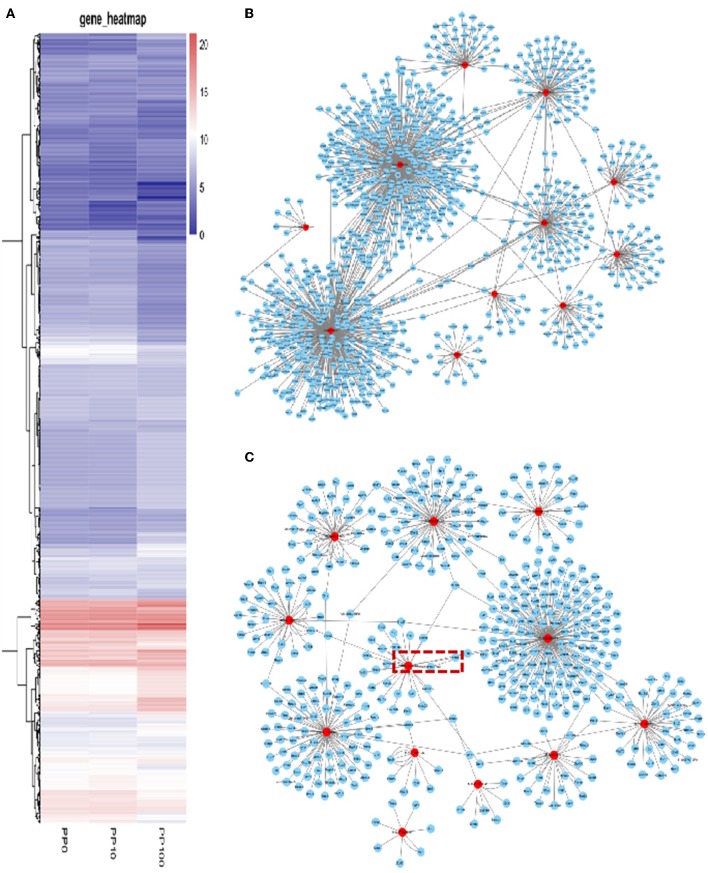
DEHP Exposure Alters the miRNA Expression profile. **(A)** Heatmap shows the Euclidean distances between the samples calculated from the regularized log transformation; **(B,C)** predicted target genes of differentially expressed miRNAs.

**Table 2:** Differentially expressed miRNAs between 100 and 0 μM DEHP treatment.

**miRNA ID**	**BaseMean**	**Log2FoldChange**	***P*-value**
MIMAT0000654	486.5502	−2.20312	0.011832
MIMAT0003498	15039.41	2.252842	0.012357
MIMAT0000249	13022.38	2.232852	0.012378
MIMAT0004661	3635.301	2.245133	0.012388
MIMAT0000651	343.2621	−2.2034	0.013399
MIMAT0000667	13.07698	−2.19936	0.014831
MIMAT0000674	407.1078	−2.12033	0.016099
MIMAT0000248	14022.13	−2.08197	0.016114
MIMAT0009458	8630.309	2.108539	0.018656
MIMAT0000153	80.54971	−2.12265	0.018717
MIMAT0017008	142.7016	−2.04089	0.020241
MIMAT0028043	34.49346	2.07605	0.020707
MIMAT0017276	429.6647	2.032281	0.021132
MIMAT0000516	874169.3	2.051925	0.021715
MIMAT0003476	33.30141	−2.06243	0.021831
MIMAT0003494	189.6363	2.010112	0.024296
MIMAT0004619	347.6832	2.002768	0.024429
MIMAT0000382	992.1017	−1.96979	0.021964

**Table 3:** Differentially expressed miRNAs between 100 and 10 μM DEHP treatment.

**miRNA ID**	**BaseMean**	**Log2FoldChange**	***p*-value**
MIMAT0004521	228.3168	2.590219	0.003921
MIMAT0003498	15039.41	2.393251	0.007869
MIMAT0009458	8630.309	2.309873	0.009968
MIMAT0000516	739.0609	2.215568	0.011968
MIMAT0004625	739.0609	2.215568	0.011968
MIMAT0000153	80.54971	−2.26536	0.012101
MIMAT0004661	3635.301	2.248865	0.012244
MIMAT0000651	343.2621	−2.19407	0.013798
MIMAT0019341	28.95159	−2.21454	0.01401
MIMAT0004846	122614.9	2.177046	0.014495
MIMAT0004932	9155.946	2.125907	0.016453
MIMAT0003494	189.6363	2.129889	0.017018
MIMAT0000137	4996.483	−2.04539	0.018659
MIMAT0004619	347.6832	2.091821	0.018762
MIMAT0014801	223.2425	2.089137	0.01898
MIMAT0000539	2766.481	−1.99261	0.020659
MIMAT0000674	407.1078	−2.0174	0.022301
MIMAT0000249	13022.38	2.022295	0.023492
MIMAT0001091	1206.7445	−1.97329	0.022577

### Prediction of the miRNAs Targets

miRNAs are endogenous small molecular RNAs, which can bind to its 3′-untranslated regions (3′-UTRs) and negatively control the expression of their target mRNAs. The prediction of differently expressed miRNAs targets is helpful for understanding the regulatory relationship between mRNAs and their target genes. miRWalk2.0 database was used for predicting the target mRNAs of differently expressed miRNAs. A total of 1,104 mRNAs were screened from 18 differentially expressed miRNAs between 100 and 0 μM DEHP treatment. And 537 mRNAs were screened from 19 differentially expressed miRNAs between 100 and 10 μM DEHP treatment.

Based on the multiple target mRNAs of miRNA, interactions between differentially expressed miRNAs and their target genes were analyzed, as well as the network of differentially expressed miRNAs and their targets (Figures 3B,C). Our results showed that MIMAT0000248, MIMAT0000382, and MIMAT0001091 can regulate hundreds of target mRNAs. Among them, PTEN is one of the targets of miR-19a-3p boxed in an open rectangle in Figure 3C. 

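MIMAT0000248 is miR-30e-5p, MIMAT0000382 is miR-34b-5p and MIMAT0001091 is miR-410-3p. In the GENCODE annotation of GRCm38, Mir30e lies on chromosome 4 from 120772606 to 120772697 on the minus strand, Mir34b on chromosome 9 from 51103562 to 51103645 on the minus strand, and Mir410 on chromosome 12 from 109743715 to 109743795 on the plus strand. The genome build of the authors' counting is not stated in the paper's text, and no coordinates were taken from the deposited table. At 0, 10, and 100 μM DEHP, miR-30e-5p had 37713, 16972 and 1468 counts, miR-34b-5p had 2719, 1098 and 127, and miR-410-3p had 2152, 2516 and 112. On the log2 scale miR-30e-5p and miR-34b-5p were also lower at 10 μM than at 0 μM, by -1.12 and -1.28, whereas miR-410-3p was at 0.26. From 10 to 100 μM miR-410-3p had a log2 ratio of -3.18 (95% counting interval -3.47 to -2.91). The targets of these miRNAs were not analysed here.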

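miR-19a-3p is made from the Mir19a hairpin, which GENCODE places on chromosome 14 of GRCm38 from 115044000 to 115044081 on the plus strand as a miRNA gene of 82 bases. Its sequence is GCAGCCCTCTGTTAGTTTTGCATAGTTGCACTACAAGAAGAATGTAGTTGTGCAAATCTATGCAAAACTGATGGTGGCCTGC. miR-19b-3p, listed here in the same miR-17~92 cluster, had 7016 counts at 0 μM DEHP, 7210 at 10 μM and 333 at 100 μM. The precursor of the row used was not checked.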

DEHP exposure changes the miRNAs profile then the expression level of their target mRNAs, thereby affecting the processing of ovarian development in the early stage.

### miRNAs Related Differentially Expressed Genes (DEGs) Involved in Gene Ontology (GO) Classification

Three groups of differentially expressed genes were obtained by comparing every two groups among DEHP-exposed ovaries (0, 10, and 100 μM) from the data of miRNA-seq. Then based on the results of miRNAs related DEGs, the Venn diagram were constructed. Totally, 164 shared DEGs caused by 100 and 10 μM DEHP were detected. Then the DAVID was used to identify GO-enriched (*P* < 0.05 and FDR < 0.1) functions for the miRNAs related DEGs (Figures 4A,B). The DEGs from the ovaries treated with 100 and 0 μM DEHP were remarkably enriched in cell growth, cell development, and cell differentiation (Figure 4A). And the DEGs from the ovaries treated with 100 and 10 μM DEHP were significantly enriched in biological processes (Figure 4B).

**Figure 4:**
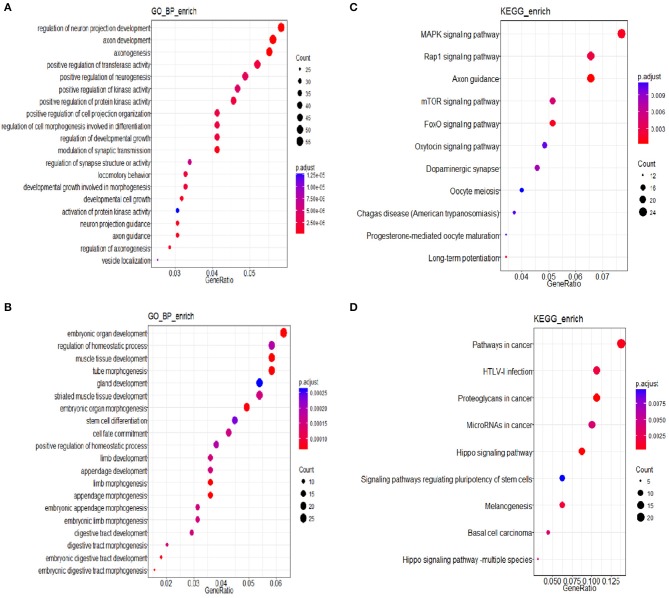
**(A,B)** miRNAs related differentially expressed genes (DEGs) involved in Gene Ontology (GO) Classification; **(C,D)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of miRNA related DEGs.

### KEGG Pathways

The R package of clusterProfiler was applied to confirm the profound the Kyoto Encyclopedia of Genes and Genomes (KEGG) (*P* < 0.05 and FDR < 0.1) pathways to gain further insights into the roles of miRNA related DEGs. Eleven signaling pathways were detected by KEGG pathways analysis between 100 and 0 μM DEHP exposed ovaries, including MAPK signaling pathway, mTOR signaling pathway, FoxO signaling pathway, oocyte meiosis signaling pathway and progesterone-mediated oocyte maturation signaling pathway (Figure 4C; Table 4). Nine signaling pathways were detected by KEGG pathways analysis between 100 and 10 μM DEHP exposed ovaries, including Hippo signaling pathway, cancer related signaling pathway, and melanogenesis signaling pathway (Figure 4D; Table 5).

**Table 4:** KEGG through target genes of differentially expressed miRNAs between 100 and 0 μM DEHP treatment.

**KEGG ID**	**Description**	***p*-value**	***q*-value**	**Count**
mmu04360	Axon guidance	1.82E-06	0.00036	23
mmu04010	MAPK signaling pathway	1.22E-05	0.000967	27
mmu04068	FoxO signaling pathway	1.47E-05	0.000967	18
mmu04720	Long-term potentiation	2.61E-05	0.001293	12
mmu04015	Rap1 signaling pathway	4.84E-05	0.001914	23
mmu04150	mTOR signaling pathway	0.000108	0.003557	18
mmu04728	Dopaminergic synapse	0.000218	0.006159	16
mmu04921	Oxytocin signaling pathway	0.000333	0.00777	17
mmu04914	Progesterone-mediated oocyte maturation	0.000353	0.00777	12
Mmu05142	Chagas disease (American trypanosomiasis)	0.000405	0.008013	13
mmu04114	Oocyte meiosis	0.000479	0.008619	14

**Table 5:** KEGG through target genes of differentially expressed miRNAs between 100 and 10 μM DEHP treatment.

**KEGG ID**	**Description**	***p*-value**	***q*-value**	**Count**
mmu05205	Proteoglycans in cancer	5.62E-07	0.00010	17
mmu04390	Hippo signaling pathway	1.88E-06	0.00018	14
mmu05200	Pathways in cancer	8.50E-06	0.000543	22
mmu04916	Melanogenesis	2.57E-05	0.001229	10
mmu05166	HTLV-I infection	4.84E-05	0.001914	23
mmu05217	Basal cell carcinoma	9.42E-05	0.003007	7
mmu05206	MicroRNAs in cancer	0.000129	0.003182	16
mmu04392	Endometrial cancer	0.001507	0.032821	6
mmu04306	Hippo signaling pathway-multiple species	0.000133	0.003182	5
Mmu04550	Signaling pathways regulating pluripotency of stem cells	0.000364	0.007745	10

### DEHP Exposure Affects Primordial Follicle Assembly and Cell Apoptosis via AKT Pathway

To confirm the results of miRNA-seq, 3 miRNAs of miR-32-5p, miR-19a-3p, and miR-141-3p were randomly selected to quantify the expression level after DEHP treatment. 

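In the miRNA-seq libraries, miR-32-5p had a normalized count of 1009 at 0 μM (1391 counts), 394 at 10 μM (531 counts) and 78.8 at 100 μM (43 counts). The level at 10 μM was 39.0% and that at 100 μM 7.80% of the level at 0 μM, and the exact Poisson 95% intervals of the 3 counts did not overlap. miR-19a-3p had normalized counts of 520.3, 492 and 23.8, from 717, 663 and 13 counts. Its 10 μM level was 94.5% of the 0 μM level, with overlapping intervals, and its 100 μM level was 4.58%. miR-141-3p had normalized counts of 114 and 127 at 0 and 10 μM, again with overlapping intervals, and a single count at 100 μM, which is under the floor of 5.50 normalized counts there. These intervals hold counting error only. The qRT-PCR data were not re-analysed, and levels read from Fig. 5 are compared under the differences from the paper's values.

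**Figure D3:**
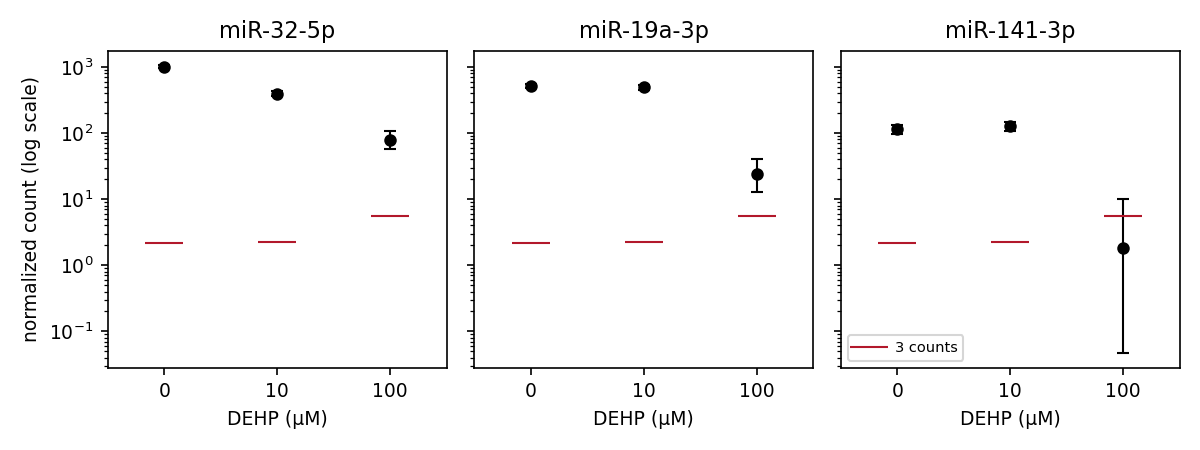
Normalized miRNA-seq counts on a log scale, with a panel each for miR-141-3p (right), miR-19a-3p (middle) and miR-32-5p (left), at 0, 10, and 100 μM DEHP, with 1 library per concentration. Bars are exact Poisson 95% intervals of the count and red marks show 3 counts in that library. At 100 μM miR-141-3p lies below its red mark.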

The results of qRT-PCR displayed that the expression of miR-19a-3p and miR-141-3p were reduced by 100 μM DEHP, while, the level of miR-32-5p could be altered by both 10 and 100 μM DEHP (Figures 5A–C), which were similar to the results of miRNA-seq. Several molecules including AKT3, PTEN, and Pik3r3 in AKT signaling pathway were listed in the targets of differentially expressed miRNAs after predicting the targets of miRNAs. That's why we further detected several proteins expression involved in AKT pathway. WB results showed that the protein level of PTEN significantly increased (Figure 6A), and pAKT significantly decreased after DEHP exposure (Figure 6B). Meanwhile, the protein levels of Bax/Bcl2 usually representing the degree of cell apoptosis were detected increased after DEHP exposure (Figure 6C).

**Figure 5:**
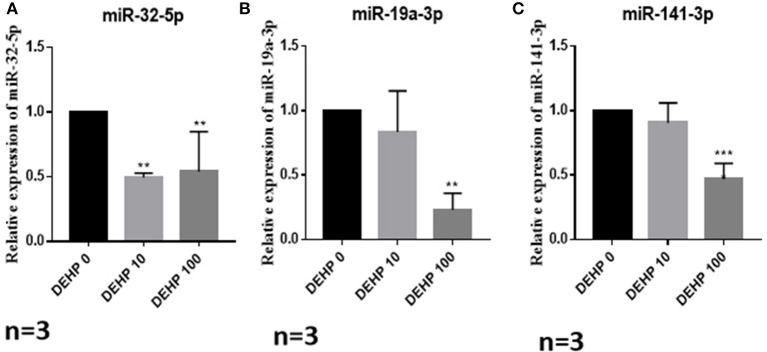
Verification of miRNAs expression by qRT-PCR. **(A)** miRNA expression of miR-32-5p, **(B)** miRNA expression of miR-19a-3p, **(C)** miRNA expression of miR-141-3p. The results are presented as mean ± SD of at least three independent experiments. **P < 0.01, ***P < 0.001.

**Figure 6:**
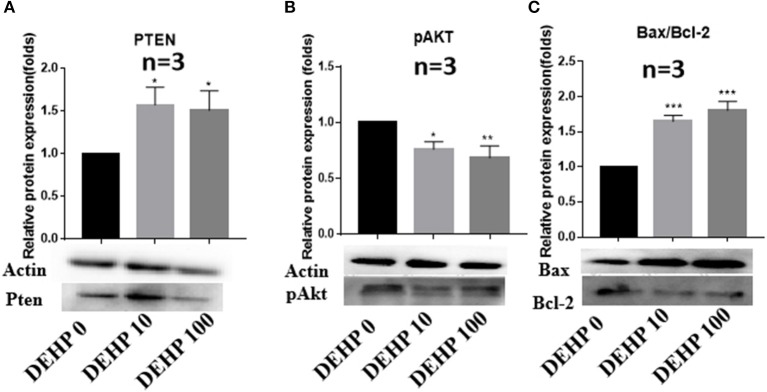
Verification of protein expression by western blot. **(A)** Western blot and the gray intensity of PTEN, **(B)** western blot and the gray intensity of pAKT, **(C)** western blot and the gray intensity of Bax and Bcl-2. The results are presented as mean ± SD of at least three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

Generally, epidemiological study is the main approach to study the potential risks of toxicant exposure on human (31, 32), moreover, animal studies provide direct evidences to prove the specific harm and the underlying mechanisms. In research of toxicology, the selection of toxicant concentration is the key step of the whole experiment. The concentrations of DEHP used in this study were 10 μM (3.9 μg/ml) and 100 μM (39 μg/ml), which were based on our previously dose response test and the papers published by our research group (33, 34). Meanwhile, the maximum concentration used in our study (100 μM, 39 μg/ml) is within the widely accepted concentration range *in vitro* (35, 36). Phthalates are widely used in plastics industry to improve the flexibility of plastics. Several kinds of phthalates are reported to bring negative effects to animal development and reproductive system by inducing oxidative stress (37). Wang et al. reported that both DEHP (with the concentration of 25.6 μM) and its active metabolite MEHP (with the concentration of 35.9 and 359 μM) inhibited antral follicles growth of mouse ovaries by increased level of reactive oxygen species (35, 38). It is well-known that ROS (reactive oxygen species) can induce autophagy to protect cells from oxidative damage (39, 40). But excessive oxidative stress can induce cell apoptosis (41, 42). DEHP is one of the most abundantly used phthalates, which was quickly metabolized to its active metabolite MEHP, when it entered the animal body. MEHP has been detected to induce ROS-dependent cell autophagy through AKT1 pathway in human vascular endothelial cells (43). DEHP has also been proved to bring high ROS level in the ovaries of mice cultured *in vitro* by our research team (34). PI3K signaling pathways were the well-known targets of phthalates. It was found that DEHP exposure altered the estrous cyclicity and accelerated recruitment of the primordial follicle through PI3K signaling pathway in mice (13). Hannon et al. also proved that MEHP exposure accelerated mice folliculogenesis and inhibited mice steroidogenesis *in vitro* through PI3K signaling pathway (44).

Epigenetics focused on hereditable changes of gene expression without changes of DNA sequence. Epigenetic changes including DNA methylation, histone modification and non-coding RNAs are one of the most important targets of toxicant exposure to influence health and disease (45). Maternal exposure to DEHP changed the expression level of DNA methyltransferase of F1 fetal testes, further changed DNA methylation leading to the abnormal testicular function (46). It's suggested that oxidative stress responsive miRNAs miR-17-5p, miR-155-5p, and miR-126-3p could be promoted by MEHP in First Trimester Placental Cell Line HTR8/SVneo (22). This provides the evidence that phthalates alters the miRNAs expression, however the authors only detected three specific miRNAs. Changes of the whole miRNA profile in ovaries affected by phthalates are not well-understood. From our results, DEHP exposure altered the profile of ovarian miRNAs (Tables 2, 3). Gene ontology (GO) classification and KEGG pathways analysis (Figure 4, Tables 4, 5) were performed after predicting target genes of differentially expressed miRNAs. And the results showed that they were involved in MAPK and mTOR signaling pathways, which was consistent with the theory that PI3K/AKT1/mTOR signaling pathways were involved in cell autophagy and cell apoptosis (47). By transcriptome sequencing, Liu et al. also found a key gene in the *in vitro* cultured (0–3 dpp) mice ovaries named *Xdh*, which was related with oxidative stress induced by DEHP. *Xdh* gene knock down by RNAi could lower the oxidative stress and reduce cell apoptosis (34), which provided the evidence of effects of DEHP on oxidative stress and apoptosis by mRNAs sequencing.

In this study, we obtained the direct evidence that DEHP exposure altered the miRNAs expression profile by small RNA-Seq. And the target mRNAs of these differentially expressed miRNAs are involved in PI3K/AKT1/mTOR signaling pathways which associated with cell apoptosis. We can speculate that DEHP exposure alters the profile of mRNAs such as decreases miR-19a-3p, one of whose target is PTEN (Figure 3). Decreased miR-19a-3p by DEHP exposure, increases the level of PTEN, which decreases the phosphorylation of AKT. It is known that the accumulation of phosphorylated AKT in the cytoplasm of the cell can block the expression of Bax and induce the expression of Bcl-2, which inhibit the cell apoptosis by altering the permeability of mitochondrial membrane (Figure 7). In our study, besides decreased miR-19a-3p (Figure 5B), increased PTEN and decreased phosphorylated AKT level was also detected by WB after treatment with DEHP (Figures 6A,B). Furthermore, DEHP could significantly increase Bax/Bcl-2 at the protein level (Figure 6C), which was consistent with the results of TUNEL staining (Figure 2). The promoted apoptotic rate was probably induced by decreased level of phosphorylated AKT and miR-19a-3p after DEHP exposure. From our results, although there was no abvious difference in miR-19a-3p expression after 10 μM DEHP exposure, cell apoptosis and primordial follicle assembly were both detected significantly different between 10 μM DEHP exposure group and the control. We deduced that the slight changes of miR-19a-3p after 10 μM DEHP exposure could bring significant difference on gene expression then dramatic changes on cell apoptosis and primordial follicle assembly.

**Figure 7:**
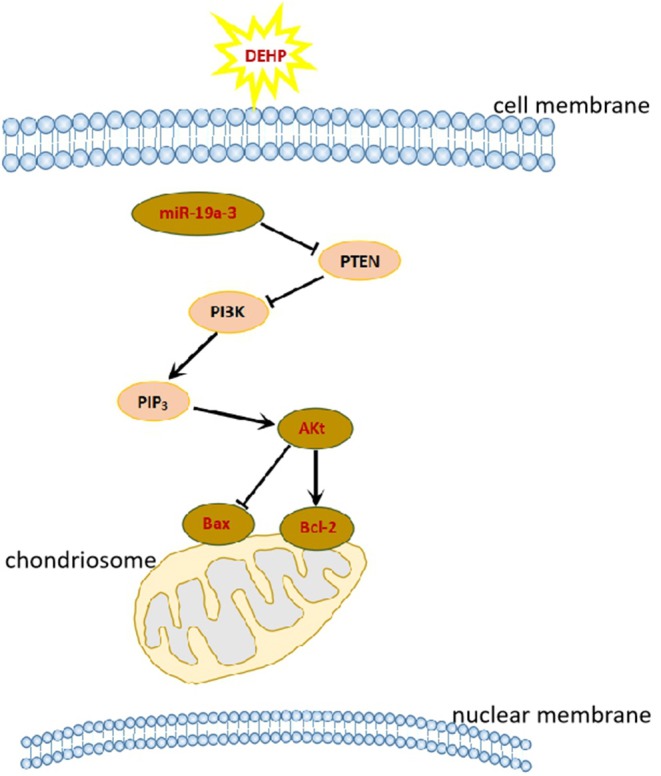
DEHP exposure affects primordial follicle assembly and cell apoptosis via PI3K/AKT signaling pathway.

So we concluded that DEHP exposure increased ROS and oxidative stress responsive miRNAs, then influenced the key genes in the PI3K/AKT1/mTOR signaling pathway and induced cell apoptosis in the newborn mouse ovaries, thereby influencing cyst breakdown and primordial follicle assembly.

However, it's more complicated than that, because it's impossible for animals and human to be exposed to a single environmental chemical. The interactions between phthalates and other chemicals have been studied by combined exposure. The effects of combined exposure to multiple chemicals are not the superimposed effects of each. There are possibly synergistic or antagonistic actions among them (48, 49).

## Data Availability Statement

The datasets for this study can be found in NCBI under accession number GSE140323 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140323.

## Ethics Statement

The animal study was reviewed and approved by The Ethics Committee of Qingdao Agricultural University.

## Author Contributions

X-FS and WS designed the experiment. J-NZ and J-CL performed the experiments. R-QZ analyzed the data. LL drafted the manuscript. All authors read and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEHP: di (2-ethylhexyl) phthalate
MEHP: mono (2-ethylhexyl) phthalate
miRNA: micro-RNA
Dpc: days post-coitum
GO: gene ontology
MAPK: mitogen-activated protein kinase
mTOR: mammalian target of rapamycin
FoxO: forkhead box O
PTEN: phosphatase and tensin homolog deleted on chromosome ten
pAKT: Phosphorylated AKT
Bcl-2: B cell leukemia/lymphoma 2
Bax: BCL2 associated X
PI3K: phosphatidylinositol 3-kinase.

How the deposited data were processed for this re-analysis (not part of the article)

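Ovaries of newborn mice cultured for 72 h with 0, 10, or 100 μM DEHP were sequenced for miRNAs, with 1 library per concentration. The authors deposited whole-number counts per mature miRNA and precursor, not normalized, made by adapter and quality trimming, comparison with the mouse genome by bowtie2 and counting by miRDeep2. Tool versions, the genome build and the miRBase release are not stated in the paper's text, and neither is a filter, although each count at 0 μM is at least 10. Each of the 3 columns was matched to its concentration by the sample labels.

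From these counts, 1 row per mature ID was kept, the one with the highest total, which left 627 miRNAs. Size factors were computed with DESeq2 1.42.0 in R 4.3.3, and TMM and upper-quartile factors with edgeR 4.0.16. Other steps used Python 3.11.15. Log2 ratios were taken between normalized counts with 0.5 added, for a mean normalized count of at least 10 over the 3 libraries, and a miRNA was counted as changed beyond a log2 ratio of 2. The totals per library were between 5064602 and 5952274 counts. With this depth, 8 miRNAs at 10 μM and 40 at 100 μM had 3 counts or fewer, which corresponds to 2.23 and 5.50 normalized counts. Folds printed for such a miRNA were computed against 3 counts. They are limits set by this floor, and the counting intervals reach smaller folds. The counts of changed miRNAs and the ranking of the largest falls used the ratios with 0.5 added, also where a library was at the floor. Intervals at 95% are exact Clopper-Pearson intervals of the split of the 2 counts. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

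With 1 library per concentration, no test with replicates could be made, and no p-value goes with the ratios. The p-values printed under the differences from the paper's values come from a DESeq2 fit that takes the 3 libraries as replicates for the spread, made only for comparison with the paper's tables. Distances between libraries were set beside 1000 simulated sets of libraries with counting error alone, and lists of miRNAs were described by the percentile of their median among 10000 random lists matched on mean expression. The lists, fixed before the data were examined, were the miR-17~92 cluster, the miR-200 family, the let-7 family, the miR-290 cluster, miRNAs of red blood cells, and the phthalate-responsive miRNAs of the Discussion. The miRNAs named in the text are those of Tables 2 and 3 and of the paper's text, the 3 largest rises and 3 largest falls in each comparison whose counting interval excludes no change, the 5 most abundant, and the members of the lists. Alternatives set before the data were examined were TMM, total-count and upper-quartile scaling, library sizes without the 10 most abundant miRNAs, 1 normalized count added, no minimum or a mean of at least 100, summed rows, DESeq2 fold changes with and without its prior, other transformations for the distance, and a threshold of 1. The script was tested on simulated counts of 591 miRNAs that passed the minimum. These counts held counting error alone, with changes in both directions and none among the 5 most abundant miRNAs. Of 73 miRNAs changed by 3 on the log2 scale it called 72, and of 407 unchanged miRNAs it called 0. The counting interval held the true value for 97.0% of the miRNAs. Without spread between cultures, few false calls and a high coverage follow from the setting. The test therefore checks the script and does not give error rates for the real libraries.

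Hairpin positions and sequences came from GENCODE M21 on GRCm38, which had a hairpin for 593 of the 627 miRNAs by name. Target prediction, enrichment, immunostaining, TUNEL and western blot were not analysed here. For qRT-PCR, only levels read by eye from Fig. 5 were set beside the miRNA-seq levels.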

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

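The tests of abundance, GC content, arms and library depth in this part were chosen after the result was seen, and the test of neighbouring hairpins before.

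Among miRNAs outside Tables 2 and 3, 91 of those with a mean normalized count of at least 10 had a log2 ratio between 100 and 0 μM DEHP beyond 2, 48 of them higher and 43 lower. They include miR-126a-3p, which was lower at 100 μM. The Discussion names miR-126-3p for the opposite direction, a rise after MEHP in a placental cell line. The most abundant miRNA of the 3 libraries, miR-10b-5p, is one of them. It held 7.59% of the counts at 0 μM (Wilson 95% interval 7.57% to 7.61%), 9.14% at 10 μM (9.11% to 9.16%) and 21.0% at 100 μM, and its log2 ratio at 100 μM was 2.98 (95% counting interval 2.98 to 2.99). With total-count scaling the log2 ratio of miR-10b-5p was 1.47, not beyond 2, and 4 miRNAs in all were above 2. These values are listed because they concern miRNAs outside the paper's tables of changed miRNAs, and there is no replicate check for any of them. In all, 116 miRNAs were beyond 2, and the counting interval was also beyond 2 for 48 of the 61 higher and 27 of the 55 lower ones. Simulated unchanged libraries with the spread of the 0 and 10 μM libraries gave a median of 2 (95% of simulations 0 to 5), and with the spread of all 3 libraries, which includes any difference of the 100 μM library, a median of 80 (65 to 97).

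The libraries speak against several technical explanations as the whole cause. Library depth does not account for it, since counting error alone gave a median simulated distance of 7.29 between 0 and 100 μM against 37.8 observed. A few abundant miRNAs taking more of the counts would lower the others by 1 common factor, but outside the 10 most abundant miRNAs the interquartile range of the log2 ratios was 2.19 at 100 μM and 0.67 at 10 μM. Removing the trend on the GC content of the hairpin arm left a standard deviation of the log2 ratios of 1.57 at 100 μM, from 1.59 before, over the 555 miRNAs with a hairpin (94.5%). The arm was taken as the 5' or 3' side of the hairpin, because mature sequences were not used here. What stays open is a difference in library preparation or RNA recovery, and an effect of DEHP itself, which was not tested against it. Within the let-7 family, whose members are close in sequence, the log2 ratios spanned 2.99 at 100 μM and 0.92 at 10 μM, and with 1 library per concentration preparation and dose cannot be told apart.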

How the results depend on the processing

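The alternatives were set before the data were examined, apart from those marked as added. No paired analysis was possible because there is 1 library per concentration, and no replicate could be left out for the same reason. The alternative with a GC trend on the mature sequence was not run, as mature sequences were not used here. A trend on the GC content of the hairpin arm, added after seeing the data, kept each of the 9 counts of changed miRNAs within 1.5 times.

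The scaling of the libraries changed the split between higher and lower miRNAs, and the prior of DESeq2 changed their number by the largest factor. Against the size factors of DESeq2, scaling to total counts moved the median log2 ratio of all miRNAs between 100 and 0 μM by -1.52, and library sizes without the 10 most abundant miRNAs moved it by -0.77, while TMM moved it by 0.08 and the upper quartile by 0.01. With total counts, 217 miRNAs were beyond 2 between 100 and 0 μM, 4 higher and 213 lower, and 234 between 100 and 10 μM, 8 higher and 226 lower. The share of higher miRNAs among those changed at 100 μM was 52.6% with the size factors, 1.84% with total counts and 15.0% without the 10 most abundant. In that last setting 23 were higher and 130 lower between 100 and 0 μM, and 24 higher and 119 lower between 100 and 10 μM. The 99 miRNAs beyond 2 in the same direction in both comparisons with the 100 μM library became 194 with total counts. These changes follow from the common shift of all ratios. Of the miRNAs of Table 2, 13 of 18 were beyond 2 with total counts, and of those of Table 3, 15 of 19, with all in the direction the paper gives.

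The share of higher miRNAs also moved with the minimum count, to 66.7% at a mean of at least 100. There, 75 miRNAs were beyond 2 between 100 and 0 μM, 25 of them lower, 81 between 100 and 10 μM, 24 of them lower, and 1 between 10 and 0 μM, which was lower. With no minimum, 9 were beyond 2 between 10 and 0 μM, all 9 lower. These 2 settings change how many miRNAs are counted. With the prior of DESeq2 on fold changes, 20 miRNAs were beyond 2 between 100 and 0 μM (11 higher, 9 lower), 0 between 10 and 0 μM (0 lower) and 20 between 100 and 10 μM (14 higher, 6 lower), since the prior draws fold changes toward 0. At a threshold of 1 the counts were 308 between 100 and 0 μM (157 higher, 151 lower), 39 between 10 and 0 μM (9 higher, 30 lower) and 318 between 100 and 10 μM (173 higher, 145 lower).

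The distance between 0 and 100 μM was 2.84 times that between 0 and 10 μM, and the distance between 10 and 100 μM was 2.90 times it. With total counts these were 3.82 and 3.80 times, without the 10 most abundant miRNAs 3.13 and 3.16, with no minimum 2.66 and 2.71, with a mean of at least 100 3.33 and 3.42, and with 10 normalized counts added 3.02 and 3.07. The cause of these moves was not tested. Under each of the alternatives run the 100 μM library lay farther from both others than they lay from each other.

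Signs changed for some miRNAs and lists between 100 and 0 μM. With total counts the log2 ratio became -0.57 for miR-26a-2-3p, -1.21 for miR-3069-3p, -1.07 for miR-196a-2-3p and -1.40 for miR-21a-5p, and the median became -1.42 for the miR-200 family, -1.49 for the let-7 family and -0.57 for the miR-290 cluster. Without the 10 most abundant miRNAs in the library sizes it became -0.48 for miR-3069-3p, -0.34 for miR-196a-2-3p and -0.65 for miR-21a-5p, and the median became -0.67 for the miR-200 family and -0.74 for the let-7 family. Both settings shift all ratios downward, and the values of miR-3069-3p and miR-196a-2-3p without the 10 most abundant miRNAs lie within their counting intervals. Among the ratios of single miRNAs, the list medians and the directions in Tables 2 and 3, 659 values under an alternative kept their sign and stayed within their counting interval or limit, 167 moved outside it with the same sign and 12 changed sign. The depth limits the falls most, since 40 miRNAs had 3 counts or fewer at 100 μM.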

Differences from the paper's values

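For Table 2, the log2 ratios between 100 and 0 μM from plain normalized counts were farther from 0 than the paper's log2 fold changes. They were -3.67 against the paper's -2.20312 for miR-32-5p, 3.82 against the paper's 2.252842 for miR-708-3p, 3.69 against the paper's 2.232852 for miR-30e-3p, 3.77 against the paper's 2.245133 for miR-28a-3p and -4.42 against the paper's -2.2034 for miR-19a-3p. Further values were -3.84 against the paper's -2.12033 for miR-181c-5p, -3.35 against the paper's -2.08197 for miR-30e-5p, 3.46 against the paper's 2.108539 for miR-1981-5p, -3.62 against the paper's -2.04089 for miR-301a-5p and 3.48 against the paper's 2.07605 for miR-7068-3p. The remaining ones were 3.21 against the paper's 2.032281 for miR-493-5p, 3.33 against the paper's 2.051925 for miR-148a-3p, 3.24 against the paper's 2.010112 for miR-704, 3.20 against the paper's 2.002768 for miR-200a-5p and -3.08 against the paper's -1.96979 for miR-34b-5p. Of the miRNAs at the floor at 100 μM, the limit on the log2 scale was -4.37 against the paper's -2.12265 for miR-141-3p and -3.35 against the paper's -2.06243 for miR-669b-5p.

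In Table 3, between 100 and 10 μM, the values were 5.10 against the paper's 2.590219 for miR-15b-3p, 4.22 against the paper's 2.393251 for miR-708-3p, 3.97 against the paper's 2.309873 for miR-1981-5p, 3.66 against the paper's 2.215568 for miR-16-1-3p and 3.84 against the paper's 2.248865 for miR-28a-3p. Next came -4.34 against the paper's -2.19407 for miR-19a-3p, 3.62 against the paper's 2.177046 for miR-881-3p, 3.49 against the paper's 2.125907 for miR-878-5p, 3.55 against the paper's 2.129889 for miR-704 and -3.37 against the paper's -2.04539 for miR-126a-5p. Last were 3.45 against the paper's 2.091821 for miR-200a-5p, 3.45 against the paper's 2.089137 for miR-1247-3p, -3.63 against the paper's -2.0174 for miR-181c-5p, 3.32 against the paper's 2.022295 for miR-30e-3p and -3.18 against the paper's -1.97329 for miR-410-3p. The limits for miRNAs at the floor were -4.53 against the paper's -2.26536 for miR-141-3p and -3.41 against the paper's -2.21454 for miR-3963.

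Of the alternatives set before the data were examined, DESeq2 with its prior on fold changes came within counting error of the paper's value for each of these miRNAs except miR-708-3p and miR-148a-3p in Table 2 and miR-708-3p, miR-1981-5p, miR-148a-3p, miR-28a-3p, miR-881-3p, miR-878-5p, miR-92a-3p and miR-30e-3p in Table 3. Scaling to total counts did so for miR-28a-3p (Table 2), miR-7068-3p (Table 2), miR-16-1-3p (Table 3), miR-704 (Table 3) and miR-1247-3p (Table 3). None of the other alternatives set before the data were examined closed a gap in the fold changes. Keeping all 961 rows and using DESeq2 with its prior, with the 3 libraries taken as replicates for the dispersion, was chosen after seeing the values, and it gave the paper's log2 fold change to within 0.001 for 18 of 18 miRNAs in Table 2 and 18 of 19 in Table 3.

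The other one of Table 3 is miR-148a-3p, for which the log2 ratio was 3.83 against the paper's 2.215568 and the mean normalized count 884168 against the paper's 739.0609. No alternative closed either gap. The paper prints the same pair of values for miR-16-1-3p in that table. For miR-92a-3p the log2 ratio was -1.05 against the paper's -1.99261 and the mean normalized count 15910 against the paper's 2766.481, and none of the alternatives set before the data were examined closed these gaps. With all rows kept, chosen after seeing the values, the less abundant row of miR-92a-3p had a mean of 2766 and a log2 ratio of -3.16, which is beyond 2, and with the prior as well a log2 fold change of -1.99.

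The number of miRNAs beyond 2 between 100 and 0 μM was 116 (61 higher, 55 lower) against the paper's 18 (9 and 9), and between 100 and 10 μM it was 123 (72 higher, 51 lower) against the paper's 19 (12 and 7). The paper also applies a false discovery rate of 0.05, which these counts leave out. DESeq2 with its prior gave 20 (11 and 9) and 20 (14 and 6), within 1.5 times of each of the paper's counts, and total counts gave 8 higher between 100 and 10 μM. The other alternatives set before the data were examined did not come within 1.5 times. In the fit with all rows and the prior, chosen after seeing the values, 17 IDs were beyond 2 in each comparison (9 higher and 8 lower, and 12 higher and 5 lower). In that fit the unadjusted p-values of DESeq2 were under 0.05 for 56 rows between 100 and 0 μM and 54 between 100 and 10 μM. After Benjamini-Hochberg adjustment over the 961 rows the smallest adjusted value was 0.595 and 0.593, so 0 rows were under 0.05 in either comparison, whereas the paper states a false discovery rate threshold of 0.05. With an unadjusted p up to the largest that the table lists there were 18 IDs for Table 2, of which 18 are in the table, and 19 for Table 3, of which 19 are in it.

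For qRT-PCR at 100 μM, the paper's level relative to 0 μM was about 0.55 for miR-32-5p in Fig. 5A, about 0.23 for miR-19a-3p in Fig. 5B and about 0.48 for miR-141-3p in Fig. 5C, read by eye, with error bars that the legend gives as SD. The miRNA-seq levels were 0.0780 and 0.0458 for the first 2, and 0.0482 for miR-141-3p with the floor of 3 counts in place of its single count. The exact Poisson upper limit of that single count was 10.2 normalized counts, against a normalized count of 114 at 0 μM. For miR-19a-3p, DESeq2 with its prior gave 0.206, within the paper's error. The prior drew the other 2 to nearly the same level, 0.211 for miR-32-5p and 0.214 for miR-141-3p. The match for miR-19a-3p therefore carries little weight, and its measured level stays at 0.0458. For miR-32-5p and miR-141-3p none of the alternatives set before the data were examined closed the gap.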

Other observations

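The test of the arms was chosen after their values were seen, and the test of neighbouring hairpins before.

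The 2 arms of a hairpin come from a single precursor, so a change in the amount of the precursor alone would move both arms together. Across the 174 hairpins with both arms at a mean normalized count of at least 10, the Pearson correlation of the log2 ratios between 100 and 0 μM was -0.0336, inside the range of -0.15 to 0.15 that held 95% of 10000 shuffles of the pairs. With a mean of at least 100 for both arms (92 hairpins) it was -0.14. Some hairpins share a mature arm, and miR-486a and miR-486b have the same counts in both arms. The pairs are therefore not all distinct, and counts of a shared arm cannot be assigned to a single precursor. At 100 μM, 25 hairpins had arms that moved by more than 1 in opposite directions and 22 had arms that moved by more than 1 in the same direction, against 0 and 0 at 10 μM. These numbers were made only with the size factors. They depend on the scaling, since total counts shift the median ratio by -1.52, so the balance of opposite and same directions is not used as an argument. miR-30e is an example chosen after its values were seen, with 37713 counts of the 5p arm at 0 μM and 1468 at 100 μM, and 3570 and 18304 of the 3p arm. Altered amounts of the hairpins alone are argued against as the whole cause. A dose effect on processing or stability, and a difference in library preparation, stay open.

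As a hypothesis, miRNA genes in clusters could change together. Between neighbouring hairpins within 10000 bases on the same strand (126 pairs), the Pearson correlation of the log2 ratios between 100 and 0 μM was 0.0115, inside the shuffled range of -0.18 to 0.17. Hairpins and miRNAs are not independent replicates.

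In the miR-17~92 cluster, 6 of 6 members were lower at 100 than at 0 μM, with a median log2 ratio of -2.47, below each of the 10000 random lists. Its members miR-19a-3p and miR-92a-3p are also in Tables 2 and 3, which were picked from these libraries. For miR-92a-3p the more abundant of its rows was used (log2 ratio -0.53). The precursor of the rows used was not checked, so the counts of the members cannot be assigned to this cluster alone. The median was at percentile 46.0 for the miR-200 family (0.09, the same with miR-141-3p at its limit), 23.6 for the let-7 family (0.03), 95.6 for the miR-290 cluster (0.95), 43.6 for 2 of the 4 red blood cell miRNAs (-0.22) and 5.71 for the phthalate-responsive miRNAs of the Discussion (-1.33). All 3 of these phthalate-responsive miRNAs had ratios below 0, though the counting interval of miR-155-5p included no change. The Discussion cites the opposite direction for them, a rise after MEHP in a placental cell line. The signs of the miR-200, let-7 and miR-290 medians flip with total-count scaling, and those of the first 2 also without the 10 most abundant miRNAs in the library sizes. At 10 μM the median of the miR-17~92 cluster was -0.01.

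Among the 5 most abundant miRNAs, the log2 ratio between 100 and 0 μM was 1.92 for miR-143-3p, 1.89 for let-7f-5p and 0.12 for miR-21a-5p, beside miR-10b-5p and miR-148a-3p. The sign for miR-21a-5p changes with total-count scaling and without the 10 most abundant miRNAs in the library sizes.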
